A study of Mus musculus with 8 samples. Its data were reported in "Patterning Defects in Mice with Defective Ventricular Wall Maturation and Cardiomyopathy" (2025).

How the data were processed

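RNA was profiled from ventricles of mouse embryos at embryonic day 15.5, in 4 wild-type (WT) libraries and 4 libraries labelled Nrg1flox;Cdh5-CreERT2. In that line a tamoxifen-inducible Cre recombinase, expressed from an endothelial promoter, is meant to excise floxed Nrg1 (neuregulin-1) sequence in endothelial cells. Per the labels, polyadenylated RNA was made into directional (strand-specific) libraries and sequenced as single reads on an Illumina HiSeq. The authors deposited RSEM expected counts per Ensembl gene, on assembly GRCm38 with Ensembl release 91 according to the table's name. Expected counts are estimates in which a read that matches several genes is divided between them. The RSEM version, the aligner and whether counting used the strand are not stated. The deposited table held 53465 genes, and 18.1% of its values were not whole numbers. Library totals ranged from 16761763 to 24144272 expected counts.

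The expected counts were rounded to whole numbers. Gene symbols, positions, exonic lengths, GC content and overlaps came from GENCODE release M21, which is on the same assembly but a later annotation release. It matched 53274 of the 53465 identifiers. Counts were filtered with filterByExpr by group, which left 15388 genes, and scaled with TMM factors. Groups were compared with edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided), with Benjamini-Hochberg adjustment over all tested genes and a false discovery rate (FDR) of 0.05, in R 4.3.3. The design had group as its only term. CPM values are counts scaled to a common library size with the TMM factors. Standard errors (SE) of log2 fold changes were derived from the quasi-likelihood F statistic, and the interval for Nrg1 is a 95% confidence interval. Gene lists were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, adjusted over 11 lists. The lists were trabecular and conduction markers, MAPK output, cell cycle, hypoxia response, endothelial, erythroid, atrial, fibroblast, smooth muscle, hepatocyte and macrophage genes. Single values were compared with exact permutation tests, two-sided.

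The genes named were Nrg1, the 12 ventricular wall markers that the study follows in other models, and genes chosen by rank. For the ranked genes, those with FDR below 0.05, a mean log2 CPM of at least 1 and no overlap between the groups were ordered in each direction. The 5 with the smallest p and the 5 with the largest absolute log2 fold change were taken. Symbols that are only clone or model numbers were counted and not named, except where stated. List members are named where a list's result rests on them.

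The fits were tested on simulated data, counts for 15388 genes with the libraries' means, sizes and dispersions and 200 changed genes. Of these genes, 15225 passed the filter, and 15207 in the draw with a GC trend. At an absolute log2 fold change of 1, 90 of 100 changed genes were recovered, and at 0.5, 63 of 100. Of the 165 calls, 12 were false. The likelihood ratio test made 188 calls, of which 28 were false. With a GC trend added, the uncorrected fit made 3823 false calls and the GC and length correction 12. Over 20 further draws, camera called the moved list in 20 draws and 6 of 200 unmoved lists. Each gene was drawn independently of the others. These draws therefore cannot show how often camera errs where the genes of a list vary together.

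The alternatives, fixed before the data were examined, were RLE, upper quartile and total scaling, no filter, a filter of CPM of at least 1 in at least 4 libraries, the likelihood ratio test, DESeq2 1.42.0 and limma voom. Further ones were leaving out each library in turn, the replicate number as a block, the summed Y-linked level as a covariate, and removal of globin, mitochondrially encoded, Xist and Y-linked genes. Other thresholds were FDR 0.01 and 0.1 and a minimum absolute log2 fold change of 1. For lists, camera with an estimated correlation and fry were run. Chosen after seeing the data were a GC and length correction, with lowess trends (span 0.3) per library, and the summing of genes that share at least 0.5 of the exonic bases of the shorter one. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.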

Results

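To ask how endothelial loss of Nrg1 changes the ventricular transcriptome, RNA-seq was compared between WT and Nrg1flox;Cdh5-CreERT2 ventricles at embryonic day 15.5, with 4 libraries in each group. Nrg1 encodes a secreted growth factor. The WT libraries held 21583839, 22517558, 23146977 and 22851671 expected counts. The libraries labelled Nrg1flox;Cdh5-CreERT2, called labelled-mutant libraries from here on, held 19895571, 24144272, 21470089 and 16761763. TMM factors lay between 0.988 and 1.02. Pearson's r of log2 CPM across genes was 0.986 to 0.991 between any pair of libraries, and genes are not independent replicates. The counts of every pair differed by more than sampling noise, with a chi-square per degree of freedom of at least 3.04, so no library was a copy of another. The first principal component held 19.4% of the variance and the second 17.4%, and neither separated the groups completely.

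The libraries differed in their sex-linked transcripts. Xist, which is transcribed from the inactive X chromosome of female cells, was at 134, 206, 140 and 0.18 CPM in WT libraries 1 to 4. In labelled-mutant libraries 1 to 4 it was at 327, 282, 263 and 103 CPM. The sum of the Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d was 115, 69.3, 122 and 171 CPM in WT libraries and 68.3, 42.9, 58.5 and 120 CPM in labelled-mutant libraries. Thus 7 of the 8 libraries held more than 20 counts of both Xist and the Y-linked genes. Across the 8 libraries the measures were inversely related, with Pearson's r of -0.94 (exact permutation p = 0.00179, adjusted 0.00357) and Spearman's rho of -0.86 (exact permutation p = 0.0107, adjusted 0.0107). Without WT library 4 and labelled-mutant library 2, r was -0.88. In each group, the library with the highest Y-linked sum (library 4) had the lowest Xist. Mean Xist was 120 ± 86.3 CPM (SD, n = 4) in WT and 244 ± 97.7 CPM (SD, n = 4) in labelled-mutant libraries, a difference within the reach of the spread between libraries (exact permutation p = 0.114, two-sided). The Y-linked sum was 119 ± 41.7 and 72.4 ± 33.4 CPM (SD, n = 4), with the same exact permutation p of 0.114.

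**Figure D1:**
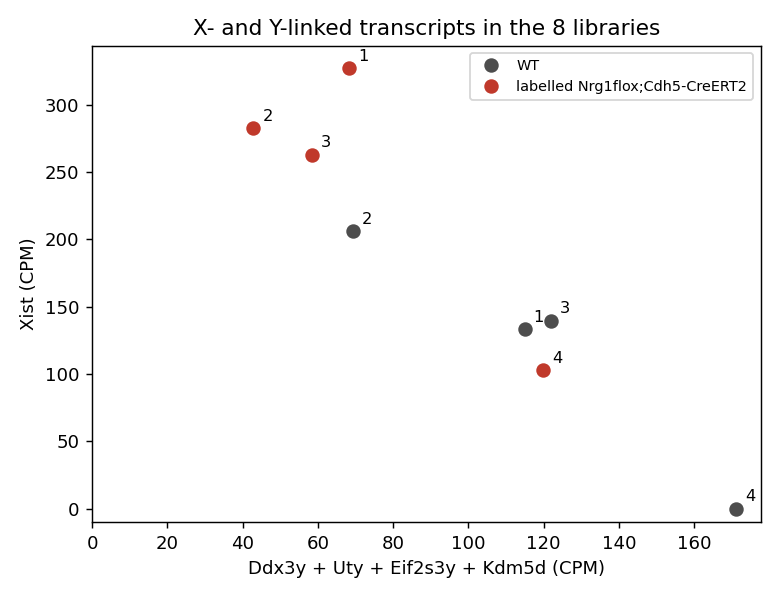
Summed Y-linked transcripts (x axis, CPM) against Xist (y axis, CPM), each point a library with its replicate number, WT in grey and labelled-mutant in red. WT library 4 sits at 171 CPM of Y-linked transcripts with Xist near 0, and the other 7 libraries hold both.

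The targeted gene, Nrg1 (ENSMUSG00000062991, GRCm38 chromosome 8, 31814551 to 32884029, minus strand), was examined first. Its level was 4.87 ± 0.636 CPM (SD, n = 4) in WT and 6.17 ± 0.611 CPM (SD, n = 4) in labelled-mutant libraries, from 91.1 to 151 expected counts per library. It was thus not lower in the libraries labelled as deleted. The log2 fold change was 0.34 (SE 0.12, 95% confidence interval 0.08 to 0.60), and edgeR's adjusted p = 0.311. The values per library were 5.46, 4.64, 4.08 and 5.31 CPM in WT and 6.82, 6.33, 6.16 and 5.36 CPM in labelled-mutant libraries. Across the alternatives the log2 fold change ranged from 0.27 to 0.40, both reached by leaving out a library. Gene-level counts include transcripts of every cell type and of exons outside the floxed sequence. The target therefore does not bear out the labels, and each direction given here is that of the labelled-mutant libraries.

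Among 15388 tested genes, 81 differed between the groups at FDR below 0.05 in edgeR's quasi-likelihood test. Of these, 48 were higher and 33 lower in labelled-mutant libraries. The changes were small, with a median absolute log2 fold change of 0.28. The values of the groups did not overlap in 931 of the tested genes (6.05%, where chance gives 2.86%). The 81 were all among them, which their selection by FDR with 4 libraries per group makes likely in itself. At an unadjusted p below 0.05 there were 1622 genes. Among the other scalings, filters and tests, the count moved most without a filter on low counts, to 338. It also rested on single libraries: it fell to 11 without labelled-mutant library 3 and rose to 142 without labelled-mutant library 4, and with the Y-linked level as a covariate it was 16.

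The 5 called genes with an absolute log2 fold change of at least 1 were chosen after their values were seen. Gm11175 (3.23) and Gm47283 (1.03) were higher, and Gria2 (-1.50), Gm38287 (-1.88) and Gm37416 (-2.92) were lower. Gm11175 lies antisense over Jund, and Gm38287 antisense over Nrarp, so their reads are uncertain. Gm47283 is annotated on chromosome Y and rose, while the Y-linked sum, which does not include it, was lower. Whether reads of Gm47283 come only from chromosome Y was not examined. Its level in labelled-mutant library 1 (19.5 CPM) barely exceeded the WT maximum (19.3 CPM), and with the Y-linked level as a covariate its log2 fold change of 1.01 did not pass (FDR 0.209, the highest over its 20 alternatives). Gm37416 is near the detection limit, with a mean log2 CPM of -1.02. Gria2 held only 6.1 to 32 expected counts per library. FDR was below 0.05 in 8 of 19 alternatives for Gria2 and for Gm37416. That number was 9 of 20 for Gm38287, 11 of 20 for Gm47283 and 19 of 20 for Gm11175.

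Of the genes that were lower, Igfbp5 (ENSMUSG00000026185, chromosome 1, 72857932 to 72874884) had the smallest p. It fell from 539 ± 19.9 to 379 ± 29.6 CPM (SD, n = 4), a log2 fold change of -0.51 (SE 0.0498, FDR 0.0021). Ednrb (ENSMUSG00000022122, chromosome 14, 103814625 to 103844402) fell from 101 ± 6 to 73.3 ± 3.93 CPM (SD, n = 4), with a log2 fold change of -0.46 (SE 0.0473, FDR 0.0021). Cacna2d2 (chromosome 9, 107399612 to 107529343) fell from 53.9 ± 3.52 to 36 ± 3.87 CPM (SD, n = 4), with a log2 fold change of -0.59 (SE 0.0679, FDR 0.0059). These genes kept FDR below 0.05 in each of their 21 alternatives. Angpt1 (-0.64, FDR 0.0109) and Tsc22d3 (-0.28, FDR 0.0111) completed the genes with the smallest p. Those with the largest falls were Ache (-0.73, FDR 0.0373), Col13a1 (-0.58, FDR 0.0208) and Thbs4 (-0.56, FDR 0.017), besides Angpt1 and Cacna2d2. Ache passed the threshold in 13 of its 21 alternatives and was lower in all of them.

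Of the genes that were higher, Nrarp (ENSMUSG00000078202, chromosome 2, 25180758 to 25183339, plus strand) had the smallest p. It rose from 32.4 ± 2.54 to 44.3 ± 2.29 CPM (SD, n = 4), a log2 fold change of 0.45 (SE 0.0569, FDR 0.0109). However, Gm38287 occupies nearly the same bases on the minus strand (25180781 to 25183339) and fell from 12.6 ± 2.28 to 3.43 ± 2.88 CPM (SD, n = 4). Their sum was 45 ± 2.95 CPM in WT and 47.7 ± 1.01 CPM in labelled-mutant libraries (SD, n = 4), a log2 fold change of 0.08 (SE 0.0459, FDR 0.566). The summing was chosen after seeing the data. Rps2 (0.35, FDR 0.0109), Eif4ebp1 (0.22, FDR 0.0109), Kcng2 (0.26, FDR 0.0118) and Ndufb2 (0.41, FDR 0.0118) followed. The expected counts of Nrarp, Rps2, Kcng2, Scand1, Angpt1, Etv1, Irx2, Irx3, Gja5 and Nppa were not whole in 100% of the libraries. Those of Eif4ebp1, Ndufb2, Cacna2d2, Kcnj3 and Pecam1 were not whole in 87.5%, those of Nrg1 in 75% and those of Ednrb in 62.5%. The values of these genes are thus less certain. The largest rises were those of Ccdc85b (0.66, FDR 0.0338), Scand1 (0.62, FDR 0.0454), Tuft1 (0.61, FDR 0.0454), Edn1 (0.59, FDR 0.0328) and Tpgs1 (0.48, FDR 0.0395). Edn1 was at 12.2 ± 1.84 CPM in WT and 18.4 ± 1.68 CPM in labelled-mutant libraries (SD, n = 4). Ccdc85b overlaps Fosl1 on the opposite strand, and Scand1 overlaps Cnbd2. Scand1 and Tpgs1 lost their call after the GC and length correction.

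**Figure D2:**
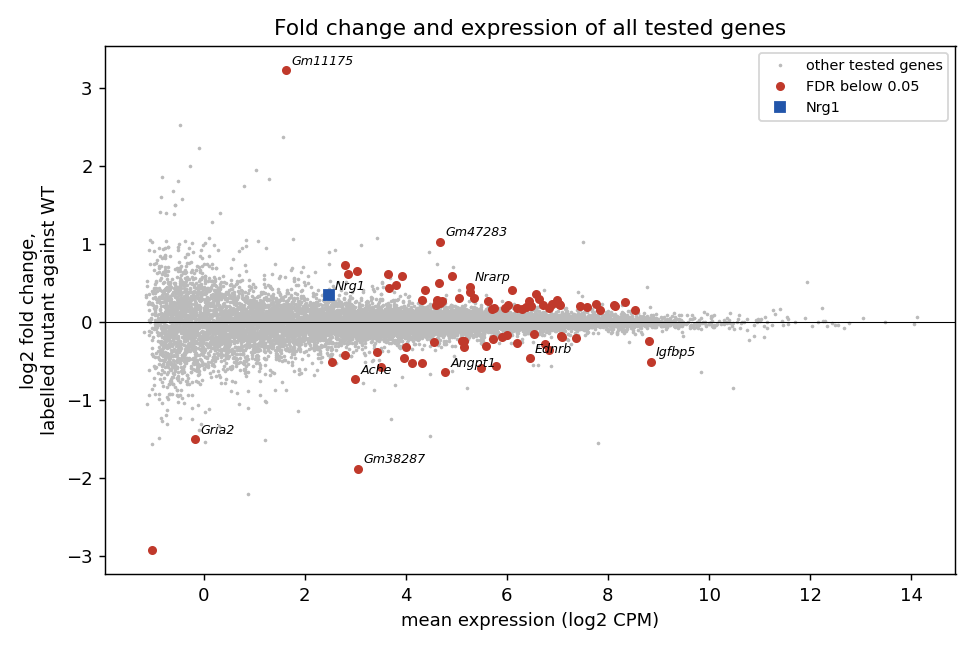
Mean expression (x axis, log2 CPM) against log2 fold change of labelled-mutant over WT libraries (y axis) for 15388 tested genes, with the 81 genes at FDR below 0.05 in red and Nrg1 as a blue square. Nrg1 lies above 0, at 0.34.

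**Figure D3:**
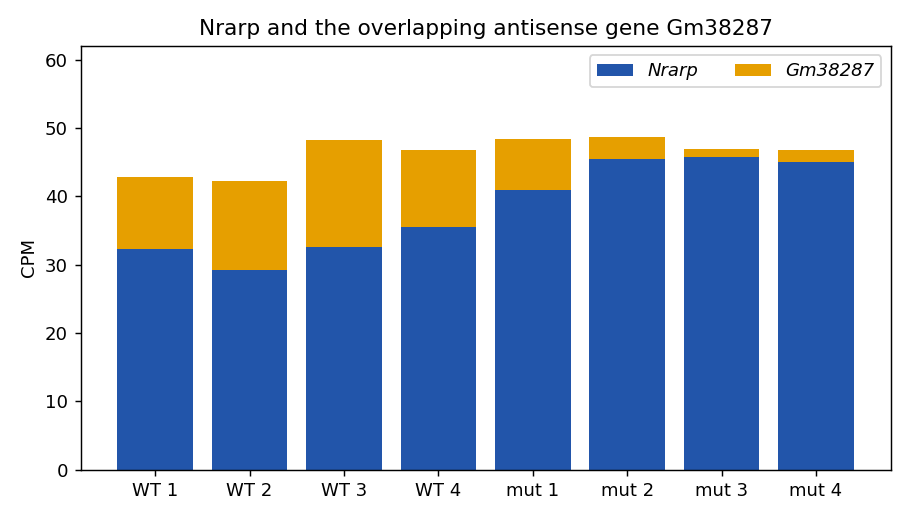
Stacked bars of Nrarp (blue) and Gm38287 (orange) in CPM, 1 bar per library. The sums lie between 42.3 and 48.7 CPM in the 8 libraries, while Gm38287 falls from 10.6 to 15.7 CPM in WT to 1.14 to 7.53 CPM in labelled-mutant (mut) libraries.

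The study follows 12 ventricular wall markers in other mouse models, and the same genes were examined here. Etv1 alone passed over all tested genes. It fell from 39.1 ± 2.67 to 31.4 ± 1.97 CPM (SD, n = 4), a log2 fold change of -0.32 (SE 0.0574, FDR 0.0373). Adjusted over the list alone, 7 of the 12 passed: Bmp10, Irx3, Gja5, Etv1, Hcn4 and Slit2, which were lower, and Hey2, which was higher. That number was 3 with the Y-linked level as a covariate (Bmp10, Etv1 and Slit2) and 4 without labelled-mutant library 1 or without labelled-mutant library 2 (Bmp10, Etv1, Hcn4 and Slit2). With the covariate, the log2 fold change was -0.34 for Slit2, -0.11 for Gja5 and -0.03 for Nppa. Bmp10 fell from 109 ± 13.3 to 75 ± 15.2 CPM (SD, n = 4), a log2 fold change of -0.55 (SE 0.117, FDR 0.0606). Slit2 fell from 139 ± 10.6 to 94.3 ± 23.6 CPM (SD, n = 4), a log2 fold change of -0.57 (SE 0.126, FDR 0.072). Hcn4 (-0.29, FDR 0.0941), Irx3 (-0.19, FDR 0.331), Gja5 (-0.19, FDR 0.403) and Nppa (-0.17, FDR 0.684) were lower without passing over all genes. Hey2, a compact myocardium marker, was slightly higher (0.09, FDR 0.356), as was Irx1 (0.15, FDR 0.462). Irx2 (-0.02), Plk2 (0.03) and Cgnl1 (-0.04) differed by less than the spread between libraries. Labelled-mutant library 4 had the highest Bmp10 (95.5 CPM), Slit2 (128 CPM) and Hcn4 (27.3 CPM) of its group. Without it, 4 markers passed over all genes, and the log2 fold change of Slit2 was -0.75. The number of markers passing over all genes was otherwise 0 or 1 when a library was left out. It was 0 without labelled-mutant library 3, for instance, where Etv1 was at -0.30 (FDR 0.139).

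**Figure D4:**
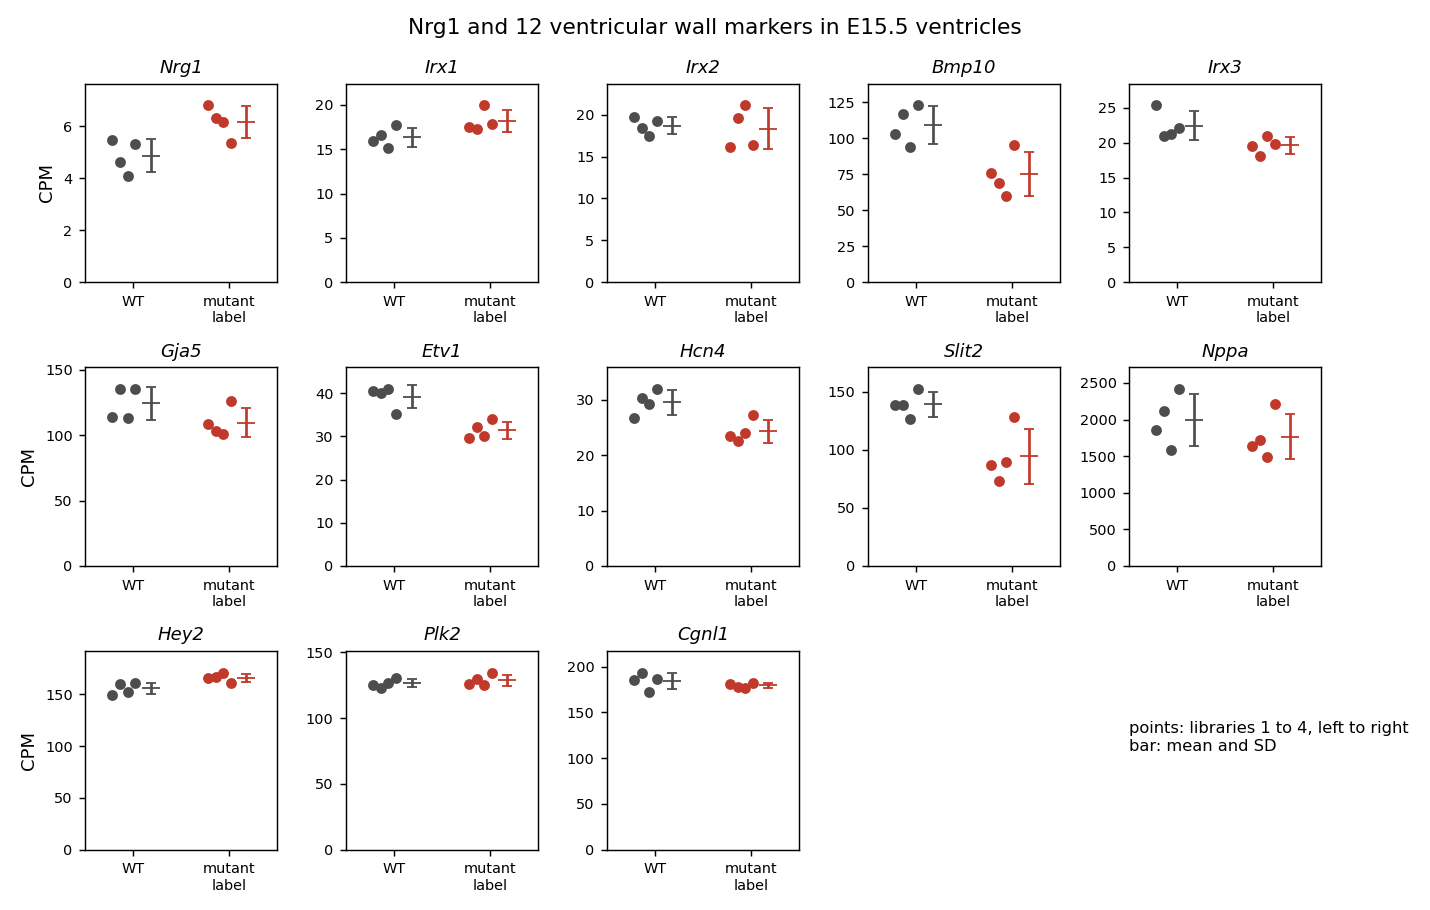
CPM of Nrg1 and the 12 wall markers per library (points, libraries 1 to 4 from left to right), with mean and SD as bars, WT in grey and labelled-mutant in red. Etv1 lies between 35.2 and 41 CPM in WT and between 29.6 and 33.9 CPM in labelled-mutant libraries.

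Gene lists fixed before the data were examined were then tested with camera. The 9 trabecular and conduction markers had a median log2 fold change of -0.19, with 8 of 9 lower (FDR 7.57e-08). The MAPK output list had a median of -0.15, with 7 of 10 lower (FDR 0.00121). Its lower members included Phlda1 (-0.25), Dusp6 (-0.18), Spry4 (-0.16) and Spry2 (-0.14), none of which passed alone. The endothelial list had a median of -0.09, with 10 of 12 lower (FDR 0.000179), and included Kdr (-0.17), Tie1 (-0.17), Esam (-0.15) and Pecam1 (-0.09), while Cdh5 (0.01) and Eng (-0.01) hardly moved. Emcn went the other way (0.18, FDR 0.358), with the largest absolute change of the 12. The hypoxia response list (median 0.06, 1 of 14 lower, FDR 0.00116) and the cell cycle list (median 0.03, 3 of 30 lower, FDR 0.00358) were slightly higher. Under fry, only the endothelial list passed (FDR 0.0315), and the trabecular and conduction markers reached 0.053. With an estimated correlation, none of the 11 lists passed. Of the other lists, atrial genes had a median of -0.20 (FDR 0.00012) and fibroblast genes of -0.10 (FDR 0.00291). Smooth muscle (-0.07, FDR 0.118), macrophage (0.07, FDR 0.144) and erythroid genes (0.11, FDR 0.118) did not pass. Only 9 of 12 erythroid genes and 2 of 10 hepatocyte genes were tested, so the hepatocyte result (0.02, FDR 0.355) says nothing.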

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

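Of 110 groups of 4 values examined (the named genes and library measures), 4 held a library far from the other 3, where chance alone gives about 5.5. The tests on these genes were chosen after the values were seen. No biological explanation was tested for any of them, since each concerns a single library within a group.

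Nrarp was at 40.9 CPM in labelled-mutant library 1, against 45 to 45.8 CPM in the other 3 of its group. The same library had the highest Gm38287 of its group, at 7.53 CPM, and the sum of the genes there was 48.4 CPM. A candidate explanation is that reads over the shared bases were divided differently between these genes from library to library. Once summed, the log2 fold change was 0.08, against 0.45 for Nrarp alone, as the division of reads would give.

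Scand1 was at 10.03 CPM in labelled-mutant library 3, against 8.29 to 8.39 CPM in the other 3, and Tuft1 was at 12.45 CPM in that library, against 15.9 to 16.1 CPM. Eif4ebp1 was at 118.1 CPM in WT library 3, against 122.9 to 123.7 CPM. These values stand out partly because the other 3 libraries agree closely. For Tuft1 and Scand1 the gaps are not small beside the difference between the groups. Mean levels in WT and labelled-mutant libraries were 9.884 and 15.12 CPM for Tuft1, and 5.715 and 8.752 CPM for Scand1. Without labelled-mutant library 3, Scand1 had a log2 fold change of 0.54 (FDR 0.163) and Tuft1 of 0.70 (FDR 0.051). Over their alternatives the FDR ranged up to 0.205 for Scand1 and 0.219 for Tuft1.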

How the results depend on the processing

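The GC and length correction and the summing of overlapping genes were chosen after seeing the data, and the other alternatives before. The direction of the Nrg1 change was higher in each of the 21 alternatives (0.27 to 0.40), and none passed FDR 0.05. All calls that could be tested kept their direction under each alternative. RLE, upper quartile and total scaling, the CPM filter, the removal of globin, mitochondrial, Xist and Y-linked genes, and the summing of overlapping genes each left the count of 81 within 1.5 times. Counted over all named genes, calls were lost 87 times in the fits without 1 library and 37 times in the others, and gained 5 and 17 times. Signs changed 10 and 2 times.

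The cause of the shifts that follow was not tested. Without a filter there were 338 calls (154 higher, 184 lower) and 5 wall markers. The likelihood ratio test gave 242 (124 higher, 118 lower) and 4 markers, and in the simulation it also gave more false calls. DESeq2 gave 189 (104 higher, 85 lower) and 2 markers. With limma voom 30 genes were higher, and with the GC and length correction, added after seeing the data, 29. At FDR 0.01 there were 3 calls (0 higher, 3 lower: Igfbp5, Ednrb and Cacna2d2), while 0 higher compares with 789 genes higher at an unadjusted p below 0.05. At FDR 0.1 there were 190 (95 higher, 95 lower). With a minimum absolute log2 fold change of 1 there were 5 (2 higher, 3 lower).

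With the Y-linked level as a covariate, 16 genes were called (12 higher, 4 lower) and 0 wall markers, with 1519 genes at an unadjusted p below 0.05. Of the 16, 12 were among the 81. The MAPK output list fell to -0.091 (FDR 0.0521) and the cell cycle list to 0.0027 (FDR 0.449), so these lists no longer passed. The hypoxia list was at 0.089 (FDR 0.0025) and the endothelial list at -0.066 (FDR 0.0142). Eng changed sign to 0.027 with this covariate and to 0.00079 after the GC and length correction.

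With an estimated correlation, the trabecular (-0.19), MAPK (-0.15), cell cycle (0.033), hypoxia (0.060) and endothelial (-0.092) lists did not pass, and under fry the same held for all but the endothelial list. These tests change the p and not the median.

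Leaving out 1 library at a time gave 11 to 142 calls, with 6 to 61 higher and 5 to 81 lower, and 0 to 4 wall markers. The lowest count came without labelled-mutant library 3 and the highest without labelled-mutant library 4, where 71 of the 81 calls were kept. The cell cycle list ranged from 0.011 to 0.053 and did not pass without WT library 4 (FDR 0.199) or labelled-mutant library 3 (FDR 0.118). The MAPK output list ranged from -0.16 to -0.09, and the trabecular list from -0.30 to -0.16. The hypoxia list ranged from 0.049 to 0.092 and the endothelial list from -0.12 to -0.071. Directions changed for Irx2 (-0.10 to 0.033), Eng (-0.037 to 0.029), Myl4 (-0.045 to 0.030) and Cdh5 (-0.0090 to 0.024), all near 0. The fits with 7 libraries have fewer samples by construction.

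Whether same-numbered libraries pair was checked by the correlations, across genes, of their deviations from the group means. These were 0.0998, 0.0474, 0.0447 and 0.121, each above those of the 12 differently numbered pairs (-0.0877 to 0.0195). As they were not all over the level of 0.1 that was required, the libraries were treated as sharing only a number. The order of these correlations nevertheless speaks for a weak link between same-numbered libraries. The Y-linked sum was also highest in library 4 and lowest in library 2 of each group. With the replicate number as a block, 93 genes were called, 59 of them among the 81, and 2 wall markers (Bmp10 and Slit2) passed in place of Etv1.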

Other observations

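The tests on Nrg1, on the sex-linked transcripts, on the region around Nrg1, on atrial, endothelial, fibroblast and ribosomal protein genes, on calls that share no exonic bases and on the Nrarp and Jund genes were chosen after the values were seen. Those on other splits, on the sex covariate, on GC content and length, and on overlapping genes as a set were fixed before their results. The exception is the rule for the respiratory chain subunits, which was changed after its result was seen.

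Nrg1 was not lower in the libraries labelled as deleted. Too few reads to show a reduction is argued against by the 95% confidence interval, whose lower limit was 0.083 on the log2 scale. A swap of the group labels stays open, although the trabecular and conduction markers had a median of -0.19. In another model, with Nrg1 gain of function, the paper reports higher conduction and trabecular markers and lower Hey2. If endothelial loss acts in the opposite direction, the lower markers speak against a swap. That premise was not tested here, and chance stays open for this list. A further candidate explanation is that transcripts remaining after excision of the floxed exons, or transcripts of cells without Cre, were still counted. With gene-level counts this cannot be told apart from an absent deletion, since the log2 fold change of 0.34 joins all exons.

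Both sexes appear in 7 of the 8 libraries, while the labels describe a single ventricle for each. Xist and the Y-linked sum were inversely related (r = -0.94), which is consistent with pooled RNA of male and female embryos in differing shares. Reads of X-linked homologues assigned to the Y-linked genes are argued against, since the Y-linked sum differed 3.99-fold between the highest and the lowest library. Labelled-mutant library 4 had the highest Y-linked sum of its group and lay nearest WT in several wall markers. No biological explanation for the mixture was tested.

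The share of male RNA might also have produced the 81 calls. The median ratio of log2 fold changes with and without the Y-linked covariate was 0.999 over the autosomal calls. The calls vary little within groups by their selection, which makes a ratio near 1 likely, so the ratio decides little. With the covariate the count fell to 16, and 12 of these were among the 81. For those 12 calls this argues against the sex share as the whole cause. For the other calls the sex share stays open, as it does for the MAPK output and cell cycle lists, which stopped passing. It also stays open for part of the wall marker changes: with the covariate no wall marker passed over all genes (0 of 12, with 1519 tested genes at an unadjusted p below 0.05), 3 passed over the list alone in place of 7, and Slit2 was at -0.34 in place of -0.57. The trabecular and conduction markers as a list kept a median of -0.15 (FDR 0.000242, over their alternatives up to 0.0901). Of the 35 splits of the 8 libraries into groups of 4, 1, the real one, gave as many calls. The same was true for the 48 higher calls (1 of 35) and the 33 lower calls (1 of 35). The number of wall markers passing (1 of 35) decides nothing about the markers. It rests on Etv1 alone, and most other splits had no call in any gene. The other splits gave at most 8 calls, and 26 of them gave 0.

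The lists were less distinct. With the real split included, a camera p as small arose in 2 of the 35 splits for the trabecular and conduction markers, 2 of 35 for the MAPK output list, 6 of 35 for the hypoxia list and 15 of 35 for the cell cycle list. For the endothelial list it arose in 1 of 35, for the atrial list in 3 of 35 and for the fibroblast list in 11 of 35. The other split for the trabecular list grouped WT libraries 1, 2 and 4 with labelled-mutant library 4. At a share of 0.05, chance stays open for 6 of these 7 lists. A list could pass only by ranking first of the 35 splits, as the endothelial list did. With 7 lists examined and no adjustment, this does not exclude chance for the endothelial list either. The 4 lists that did not pass camera were not examined in this way.

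Overlapping genes may trade reads. Over 175 pairs of tested genes with overlapping exons on opposite strands, the median r between the partners' deviations from their group means was -0.10, lower than in all but 1.81% of 10000 random pairings. This is a relation across genes, which are not independent replicates. It is consistent with reads divided between partners, as if the strand was not used throughout. Of the 13 called genes that were summed with another (at least 0.5 of the exonic bases of the shorter one shared), 6 lost their call once summed (46.2%), among them Nrarp, whose sum had a log2 fold change of 0.084. Nrarp and Gm38287 form the same sum and are both counted. A sum with a more abundant gene can also remove a call without any division of reads. Phospho1, for instance, went from 0.44 to 0.04 in a sum with Zfp652 and Abi3. The percentage therefore does not measure divided reads. A further 16 calls share fewer exonic bases with another gene and were not summed, so a division of reads was not tested for them. The other 52 calls share no exonic base with any annotated gene, which argues against such a division as the cause of all 81. Jund stayed called when summed with its antisense partner Gm11175 (0.36), which argues against a mere division of reads as the cause of its rise. Gm11175 held only 4.90% of that sum in the labelled-mutant libraries (0.662% in WT), so the sum says little about it, and whether its own rise came from divided reads cannot be told apart from antisense transcription.

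GC content and length were examined because the higher calls were shorter (median exonic length 2269 bases against 4253.5 in tested genes) and richer in GC (56.6% against 49.5%). After the correction, 58.3% of the higher calls and 69.7% of the lower calls were kept, which argues against such a bias as the whole cause, although 20 higher calls were lost. Across genes, the log2 fold change hardly followed GC content (Spearman's rho -0.0386) or exonic length (-0.00136). The lost calls are thus not in themselves evidence of a general trend. The median of the trabecular and conduction markers was -0.24 after the correction, so the trend does not account for it either. Among the higher calls were several respiratory chain subunits. Whether the family had risen depended on single libraries. With all libraries, 36 of its 91 tested genes were higher, 4 were called, and the median was -0.01, at the 11.5th percentile of lists matched on GC, length and expression. Without labelled-mutant library 4, 71 were higher and the median was 0.0317, and without WT library 3, 47 were higher and the median was 0.0024. Without labelled-mutant library 2, in contrast, 18 were higher and the median was -0.0398. With members going both ways, that percentile decides nothing about a bias. The rule for this test was changed to say so after its result was seen.

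The ribosomal protein genes went against the higher call of Rps2: 15 of 74 were higher, and their median was -0.02, at the 0.02th percentile of lists matched on GC, length and expression. The median stayed below 0 under the other scalings (-0.0291 to -0.0237) and after the GC and length correction (-0.0192). It was -0.0109 without WT library 2 and -0.0111 without labelled-mutant library 4. The matched lists treat genes as independent, and 12 of the 35 splits of the libraries gave a median as far from 0. Chance therefore stays open for this small shift, and no other explanation was tested.

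A strain difference linked to the floxed locus would place called genes near Nrg1. Within 20 Mb, 1 other gene was called (Eif4ebp1), and random lists gave as many in 61.5% of draws, which argues against it.

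Less atrial tissue in the labelled-mutant libraries might lower markers that atria share with trabeculae, such as Bmp10. The atrial list fell with the trabecular list (median -0.20), Kcnj3 among it (-0.46, FDR 0.0261). The abundant genes Myl7 (-0.13) and Myl4 (-0.01) differed, and their average was -0.072. That lies between the levels set for either answer, so a small change in tissue share cannot be told apart from a change within ventricular cells. Fewer endothelial cells might similarly lower the MAPK output list. Cdh5 and Eng averaged 0.00136 while the endothelial list had a median of -0.09, and the question stays open because abundant members of the list moved apart: Kdr (-0.17), Tie1 (-0.17) and Pecam1 (-0.09) fell, Cdh5 and Eng did not, and Emcn (0.18) rose. A biological effect of the genotype on these lists remains among the open explanations.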
